A study of Drosophila melanogaster and Arabidopsis thaliana and Chlamydomonas reinhardtii with 22 samples.

How the data were processed

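DNA immunoprecipitated with antibodies against N6-methyladenine was sequenced, and the peak list of each of 9 samples was analysed. Groups followed the sample titles and the treatment and antibody labels. Each label gives replicate 1, so each group held 1 library. The 13 samples without a list among those analysed were not used here.

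Peaks were called per sample. Per the peak names in the deposited files, S2 lists were called over IgG and the Chlamydomonas list over input, at a threshold of 0.01. The lists hold 10 columns and no header. The deposited fold enrichment is a ratio of the summit pileup to the expected pileup, each plus 1, as found from the values. The deposited −log10 p and −log10 q are those of the authors' peak caller, and the lowest −log10 q of each list lies just above 2. The peak caller, aligner, genome build and read filters are not stated in the labels. The 1 S2 IgG sample in the labels comes from nuclei treated with 0.075 units.

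The summit pileup and the expected pileup of each region were recovered by solving the fold enrichment and the p-value together, with the p-value as the upper tail of a Poisson distribution. A solution was found for 100% of the regions. In the Chlamydomonas list the pileup had been scaled down before the fold was taken. The lowest expected pileup of a list was taken as the genome background, and the smallest region width as the fragment length. Their quotient gave the depth in fragments per kb. The recovered control depth was between 65.7 and 65.8 fragments per kb in the 8 S2 lists. Depth limits which weak regions could be called, and the closing section gives results at a common depth.

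Overlapping or touching peaks of a list were to be merged into regions, but none overlapped or touched, so regions are the deposited peaks. Coordinates are 1-based. Regions were counted as shared at an overlap of at least 1 bp. The list with fewer regions was placed at random 1000 times on its own chromosomes, with chromosome length taken as the highest peak end in the S2 lists, and the permutation test was one-sided. Adjusted p-values follow Benjamini and Hochberg within each family of pairs. The difference in median fold enrichment was tested with a two-sided permutation test of 100000 resamples within the list. Regions are not independent samples, so each p-value describes these lists and not the conditions.

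Because the S2 lists share a control, 8 libraries without enrichment were simulated in windows of 120 bp over a common control, with coefficients of variation of local coverage of 0, 0.5, 1, 2 and 4, the last 2 added after the data were seen. The coefficient of the real libraries was not measured. Calls at the lowest −log10 p of each list gave shorter lists than the real ones, untreated SS2 excepted, which lowers the simulated share. For MP1 at 0.6 units there were 3107 windows at a coefficient of 1 against 16051 regions. For untreated SS2 there were 153 windows at a coefficient of 1 and 160 at 2, against 112 regions. The strongest windows were therefore taken instead, a change made after the data were seen: for the shorter list as many as it has regions, and for the longer list as many as give the random share of the real pair. That is more windows than the longer list has regions, which raises the simulated share. These shares are the ones printed, unless stated otherwise. The overlap test, the recovery of pileups and the search for a period were tested on simulated data. Pileups were recovered exactly for 100% of 5000 simulated regions. Of 100 pairs of unrelated simulated lists, 5% had a p-value under 0.05.

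The tests, the alternatives and the rule for named regions were set before the data were examined. The rule took the region with the highest fold enrichment of each list, and up to 5 untreated MP1 regions that overlapped a region of every list at 0.6 units. Alternatives were 50% overlap of the shorter or of both regions, the summit inside the other region, a −log10 q of at least 10, the upper 50% of fold enrichment, equal numbers of regions, main nuclear chromosomes, circular shifts, removal of untreated regions, ranks by −log10 q and covered length. Thinning of the pileups to the depth of the shallowest S2 library was added after the data were seen. It was run with that library's lowest −log10 p of 4.95 as a common threshold and, for region counts and the untreated MP1 regions, also at the threshold of each list, and the common threshold was run without thinning. Thinning used 1 random draw, can only remove regions, and was repeated in 100 further draws for the values that the closing section weighs. Also added was the count of untreated regions found at 1 dose only. Distance to transcription start sites and sequence composition were planned but not analysed here, since no genome of the files' build was used. Gene names are therefore not given.

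Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.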

Results

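The series applied immunoprecipitation with antibodies against N6-methyladenine (m6A) in DNA, followed by sequencing (m6A-IP-seq). The first part used Drosophila S2-DRSC cells, a cultured embryonic cell line, whose nuclei were treated with a methyltransferase that methylates adenine without sequence preference. The treatment lasted 10 minutes at 0.6 or 0.075 units of enzyme, and untreated nuclei were carried alongside. The second part used organisms with earlier reports of m6A in their own DNA. The 22 samples comprised 12 from S2 cells, 3 from Drosophila embryos, 4 from Arabidopsis leaves and 3 from the green alga Chlamydomonas. Peak lists of 9 samples were analysed here: S2 cells at 0.6 units with 5 antibodies (MP1, AM1, AB1, SS1 and SS2), at 0.075 units with MP1, untreated with MP1 and with SS2, and Chlamydomonas with MP1. The other 13 samples were not analysed here. Each group had 1 library, so there were no replicates, and each comparison below is between libraries. The intervals are 95% Wilson binomial intervals and cover counting error only.

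The depth of each library was recovered from the background level in its list, in fragments per kb of genome. At 0.6 units it was 50.0 for MP1, 51.6 for AM1, 33.7 for AB1, 32.0 for SS1 and 25.0 for SS2. The 0.075 unit MP1 library had 60.9 fragments per kb, the untreated MP1 library 40.3 and the untreated SS2 library 43.7. The deepest S2 library was 2.44 times as deep as the shallowest. Depth was 35.1 fragments per kb in the Chlamydomonas MP1 library and 24.6 in its input.

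The number of peak regions was compared first, since the design asks how many loci each antibody reports with and without added methylation. At 0.6 units the MP1 list held 16051 regions, AM1 7825, AB1 6023, SS1 2429 and SS2 397. The MP1 list at 0.075 units held 5038 regions. Untreated nuclei gave 608 regions with MP1 and 112 with SS2. The MP1 list at 0.6 units was 26.4 times as long as the untreated MP1 list and 3.19 times as long as the list at 0.075 units. For SS2 the treated list was 3.54 times as long as the untreated one. There were no replicates, and no test between conditions was run. The requirement of a −log10 q of at least 10 changed the S2 counts most, MP1 at 0.6 units excepted, and left 253 regions for SS1 and 70 for SS2 at 0.6 units.

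**Figure D1:**
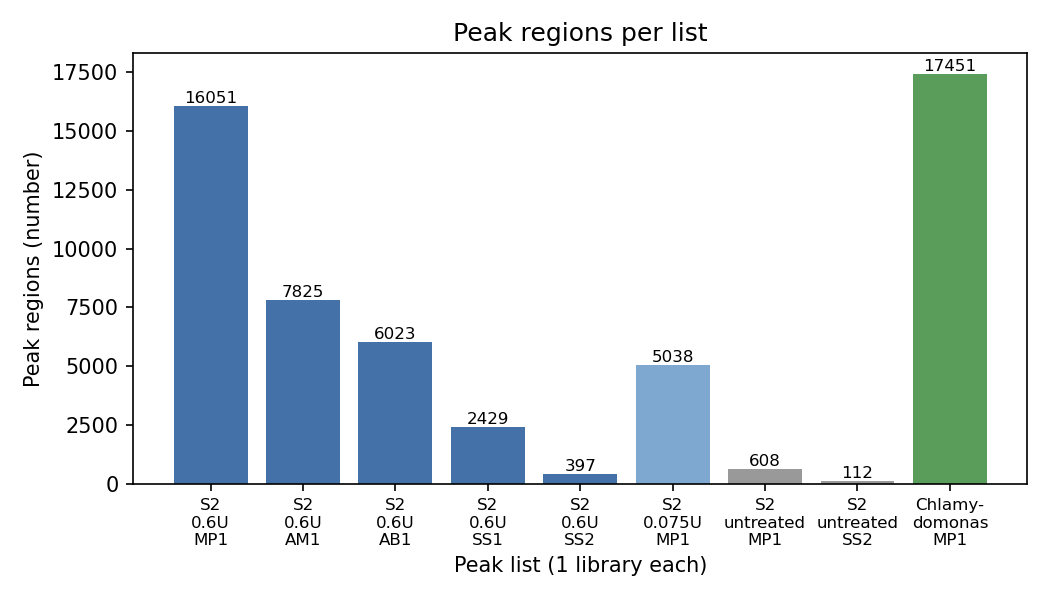
Number of peak regions (vertical axis) in each of the 9 peak lists (horizontal axis, 1 library each); blue bars are S2 cells treated with 0.6 units, light blue 0.075 units, grey untreated, and green Chlamydomonas. The S2 lists range from 112 regions (untreated SS2) to 16051 (0.6 units, MP1).

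The fold enrichment of each region over IgG is the authors' value and is used only within a list. Its median was 4.96 in the MP1 list at 0.6 units, with quartiles of 3.60 and 6.95. The untreated MP1 list had a median of 3.73 (quartiles 3.14 and 4.39). Regions had a median width of 272 bp with MP1 at 0.6 units, 174 bp with MP1 at 0.075 units and 139.5 bp in the untreated MP1 list. They covered 5735 kb, 1085 kb and 97.6 kb respectively. The Chlamydomonas MP1 list held 17451 regions called over input, with a median fold enrichment of 10.8 and a median width of 252 bp.

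Antibodies were then compared on the nuclei treated with 0.6 units. For each pair, the share of the shorter list that overlapped the other by at least 1 bp was set against 1000 random placements of the shorter list. The 10 pairs shared between 78.9% and 97.1% of the shorter list, 13.2 to 119 times the random overlap. Each pair had a one-sided permutation p of 0.001, the smallest that 1000 placements can give, and a Benjamini-Hochberg adjusted p of 0.001 over the 10 pairs. Of the AB1 regions, 97.1% (96.6 to 97.5%) overlapped an MP1 region against 6.70% at random. The corresponding shares in the MP1 list were 94.1% for AM1, 89.8% for SS1 and 92.9% for SS2. The lowest share was that of AB1 regions in the AM1 list, 78.9%, against 2.84% at random. All S2 lists rest on a single IgG control, which can itself create overlap. Unenriched libraries were simulated over a shared control at the list length and random overlap of each pair. With a coefficient of variation of 1 in local coverage they shared 47.7% for AB1 and MP1 and at most 58.2% in these 10 pairs. At a coefficient of 4 the highest share was 86.6%, for SS2 and MP1. Each of the 10 observed shares had its interval above the simulated share at every coefficient. The shares depended on list length and on the overlap required. With equal numbers of regions they ran from 20.7% (SS2 in MP1) to 79.9% (AM1 in MP1). The largest single move came from requiring 50% of both regions, under which 15.6% of SS2 regions overlapped an MP1 region. SS2 in AM1, AB1 and SS1 moved more with equal numbers, to 23.7%, 23.7% and 22.9%, as did SS1 in AB1, to 46.8%. Each pair kept a permutation p of 0.001 under both. The rule of 50% of both regions also fails where 1 region is much wider than the other, so it does not measure position alone. Median width was 272 bp with MP1 and 163 bp with SS2. For SS2 in MP1 the share was 92.4% with 50% of the shorter region and 91.9% with the summit inside.

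In the other direction the overlap was smaller. Of the 16051 MP1 regions, 41.0% overlapped an AM1 region and 2.09% an SS2 region. The shorter list limits these shares, since AM1 held 7825 regions and SS2 397. Low values therefore need not mean that the antibodies disagree, and the SS2 list likewise limits the number found with all 5. After overlapping regions of the 5 lists were joined, 16817 joined regions remained. Of these, 54.8% came from 1 antibody and 285 (1.69%) from all 5. In the MP1 list 53.1% of regions had no partner in another list, against 5.00% for AM1, 1.99% for AB1, 7.12% for SS1 and 1.76% for SS2.

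The dose series with MP1 asked whether regions at the lower dose are those of the higher dose. Of the 5038 regions at 0.075 units, 69.8% (68.6 to 71.1%) overlapped a region at 0.6 units. The random share was 6.74% (permutation p 0.001, 3 pairs in the family, adjusted p 0.001). The simulated shared-control share was 56.3% at a coefficient of 1 and 84.0%, above the observed share, at 4. With as many windows as the longer list has regions it was 41.7% at 4. In reverse, 19.7% (19.1 to 20.3%) of the regions at 0.6 units were found at 0.075 units. Within the 0.6 unit list this share was low at low fold enrichment and higher above. Over 5 groups of increasing fold enrichment it was 5.82% (5.06 to 6.69%), 4.78% (4.10 to 5.57%), 8.69%, 20.2% and 59.0% (57.3 to 60.7%). The median fold enrichment was 8.21 for the 3160 regions found at the lower dose and 4.52 for the 12891 others, a difference of 3.69 (two-sided permutation test, p 1e-05, the smallest that 100000 resamples can give). Overlap with another antibody ran from 11.7% in the lowest to 95.5% in the highest of these groups. Requiring 50% of both regions moved the dose overlap most, to 22.3%, a rule that also fails where widths differ. The dose overlap was 69.4% with 50% of the shorter region and 69.0% with the summit inside.

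**Figure D2:**
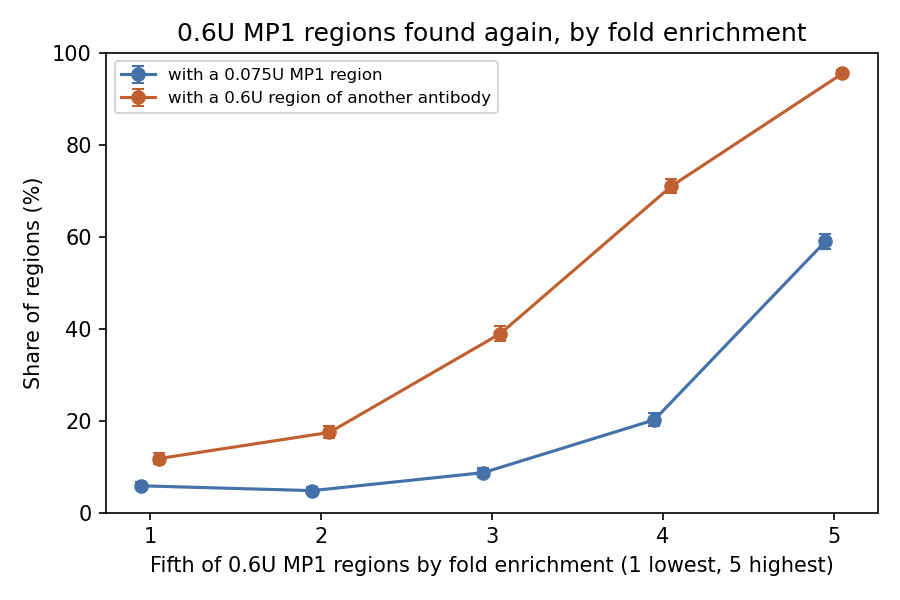
Share of 0.6 unit MP1 regions (vertical axis, %) found at 0.075 units with MP1 (blue) or with another antibody at 0.6 units (orange), in 5 equal groups ranked by fold enrichment (horizontal axis, lowest to highest); bars are 95% Wilson intervals. The group with the highest fold enrichment reaches 59.0% and 95.5%.

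Untreated nuclei show what the antibodies report without added methylation. Of the 608 untreated MP1 regions, 30.6% (27.1 to 34.4%) overlapped an MP1 region at 0.6 units and 76.5% (72.9 to 79.7%) one at 0.075 units. Random shares were 6.15% and 1.48% (permutation p 0.001 for both). The simulated shared-control shares at a coefficient of 1 were 63.7%, above the observed share, and 35.9%. With as many windows as the longer lists have regions they were 33.9%, still above the observed share, and 19.2%. With the lists thinned to a common depth and threshold, chosen after the data were seen, the shares were 25.5% at 0.6 and 55.1% at 0.075 units. There were 307 untreated regions found at 0.075 but not 0.6 units, and 28 with the reverse. Conversely, untreated MP1 regions accounted for 1.11% of the MP1 list at 0.6 units and 9.07% of the list at 0.075 units. Both shares are limited by the 608 untreated regions. In the SS2 list at 0.6 units, 14.9% (11.7 to 18.7%) of regions overlapped an untreated SS2 region and 21.7% (17.9 to 26.0%) an untreated MP1 region. Of the 112 untreated SS2 regions, between 55.4% (SS2) and 80.4% (AM1) were found in the lists at 0.6 units, and 75.0% at 0.075 units with MP1. The 10 treated and untreated pairs outside the dose series each had a permutation p of 0.001 (adjusted p 0.001). In 4 of these 10 the interval lay above the simulated share at every coefficient, and in the others it did not. Limiting each pair to equal numbers of regions with the highest fold enrichment moved these shares most, except that of treated SS2 regions in the untreated MP1 list. Of the untreated MP1 regions, 1.64% then overlapped the equally long 0.6 unit MP1 list and 14.5% the equally long 0.075 unit MP1 list. Of the untreated SS2 regions, 0.893% overlapped MP1 at 0.6 units, above the threshold of 0.05 with a permutation p of 0.0889, and none overlapped AM1.

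**Figure D3:**
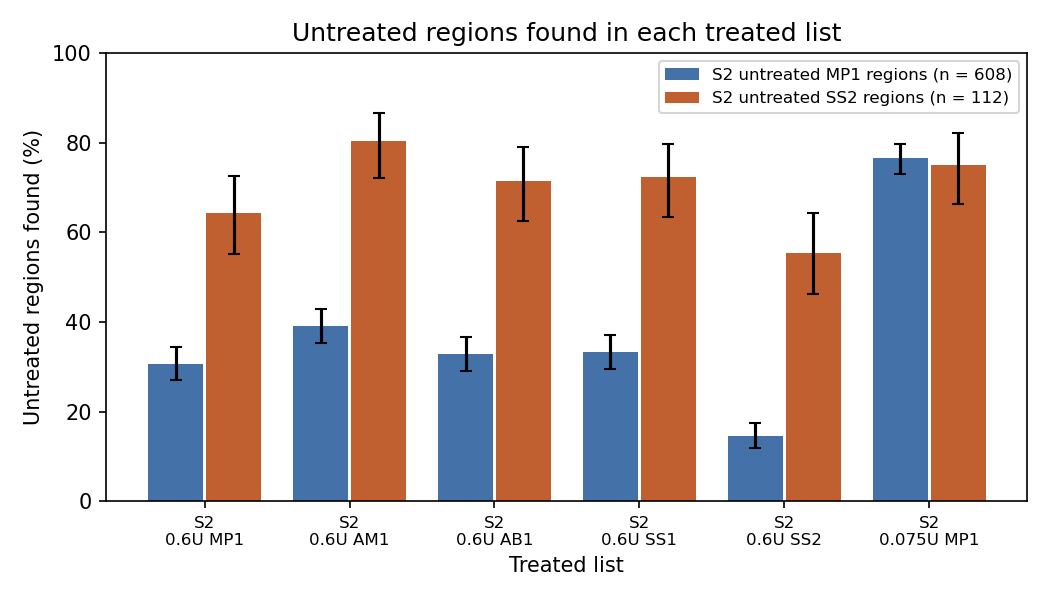
Share of untreated MP1 regions (blue, n = 608) and untreated SS2 regions (orange, n = 112) found in each of the 6 treated lists (vertical axis, %; horizontal axis, treated list); bars are 95% Wilson intervals. Untreated MP1 regions reach 76.5% at 0.075 units and 30.6% at 0.6 units with MP1.

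The untreated lists of both antibodies were compared to ask whether their positions are shared. Of the 112 untreated SS2 regions, 56.2% (47.0 to 65.1%) overlapped an untreated MP1 region, against 0.185% at random (permutation p 0.001, 1 pair). The shared-control simulation gave 9.82% at a coefficient of 1 and 25.9% at 4. The share depended on which regions were kept: it was 8.04% with equal numbers of regions (permutation p 0.001) and 83.3% at a −log10 q of at least 10. The region with the highest fold enrichment lay at the same place in both. It spanned 3097763 to 3097941 on chromosome arm 3R with MP1 (fold 10.2, −log10 q 46.2) and 3097783 to 3097915 with SS2 (fold 5.66, −log10 q 16.8). Coordinates are those of the files, whose genome build the labels do not name.

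Of the 608 untreated MP1 regions, 62 overlapped a region in each of the 5 lists at 0.6 units and 283 in none. The 62 were led by a region on 3L from 3394110 to 3394556, with a fold enrichment of 5.06 and a −log10 q of 42.3. A region on 2L from 13078537 to 13078689 followed, with a fold enrichment of 4.81 and a −log10 q of 31.7. Their expected pileups from IgG were 24.5 and 20.2 fragments, against a genome background of 4.63. The next 3 lay on 3L from 2636122 to 2636267, on 2L from 247585 to 247735 and on 2L from 1668446 to 1668560, with fold enrichments of 4.35, 4.30 and 4.11. The −log10 q of 8.18 at 2636122 and of 6.58 at 1668446 fell under the stricter threshold of 10.

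The region with the highest fold enrichment at 0.6 units with MP1 spanned 26020512 to 26021262 on 3R, with a fold of 19.1. With AM1 it spanned 1366878 to 1367176 on 3L (fold 10.2), and with AB1 13035385 to 13035680 on 2R (fold 9.05). The SS1 list was led by 14038175 to 14038555 on 3L (fold 7.93), and the SS2 list by 4939070 to 4939193 on 2L (fold 6.11). At 0.075 units the strongest MP1 region spanned 12991786 to 12992083 on 2R, with a fold of 8.85. The strongest Chlamydomonas region spanned 5140418 to 5140697 on chromosome 10, with a fold of 31.7.

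Density along chromosomes was described without a test, because neighbouring regions are not independent. With MP1 at 0.6 units there were 129 regions per Mb on X, and 114 to 122 per Mb on 2L, 2R, 3L and 3R. The ratio of X to these arms was 1.09 (1.05 to 1.14). It was 0.696 (0.651 to 0.743) with AM1, 0.504 (0.463 to 0.549) with AB1, 0.529 (0.464 to 0.604) with SS1 and 0.785 (0.594 to 1.04) with SS2 at 0.6 units. At 0.075 units with MP1 it was 0.641 (0.589 to 0.698). The untreated lists had 0.575 with MP1 and 1.28 (0.816 to 2.00) with SS2. The ratio moved most for untreated SS2, to 10.8 at a −log10 q of at least 10, where 30 regions were left. Across the 17 Chlamydomonas chromosomes, density ran from 137 regions per Mb on chromosome 5 to 175 on chromosome 12, a ratio of 1.28 (1.16 to 1.42).

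**Figure D4:**
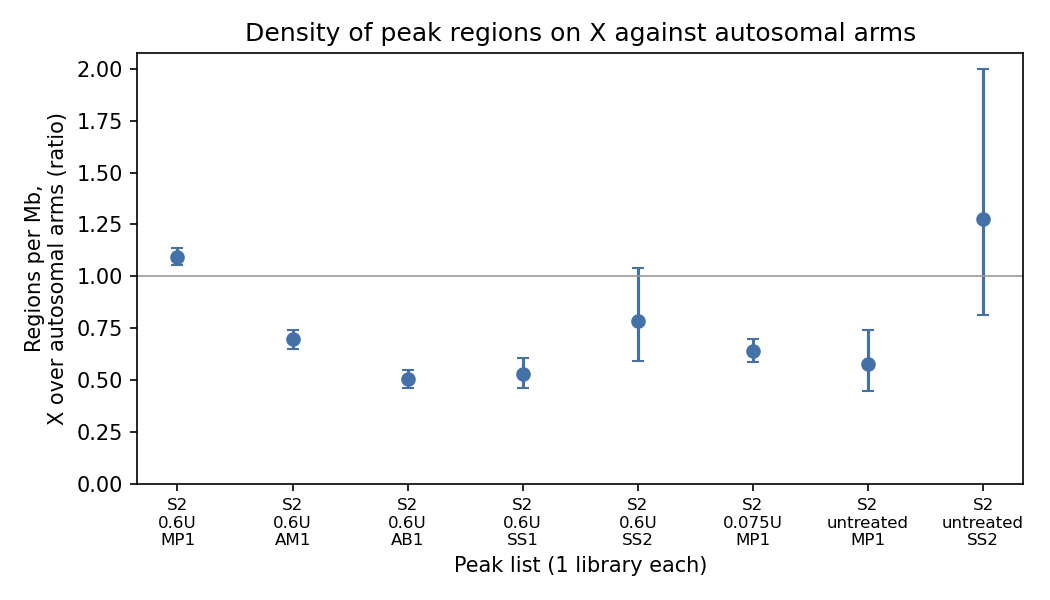
Regions per Mb on X divided by regions per Mb on the autosomal arms 2L, 2R, 3L and 3R (vertical axis, ratio) for each S2 list (horizontal axis); bars are 95% intervals from the Wilson interval of the share on X, and the line marks a ratio of 1. The ratio is 1.09 for MP1 at 0.6 units and 0.504 for AB1.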

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

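Of 341 alternative values, 308 kept their direction and side of the threshold, or stayed within their interval or 1.5 times the main count. In 33 of these nothing could change, because no deposited peaks merged. Of 227 overlap alternatives, 225 stayed above random placement at a permutation p under 0.05. Both exceptions came from equal numbers of regions: 0.893% of untreated SS2 regions overlapped the MP1 list at 0.6 units (permutation p 0.0889) and 0% the AM1 list at 0.6 units, below the random share of 0.0643%. That alternative keeps the 112 regions with the highest fold enrichment of the longer list, so by construction weak regions are dropped. For antibody pairs at 0.6 units it lowered the shares to between 20.7% and 79.9%, and for untreated SS2 in untreated MP1 to 8.04%, so the higher main shares depend on unequal list lengths. The difference in fold enrichment by retention stayed past the threshold under its alternatives.

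Counts moved under stricter thresholds, which remove regions by construction. At a −log10 q of at least 10, 3201 regions were left with AM1, 1077 with AB1, 253 with SS1 and 70 with SS2 at 0.6 units, 1564 with MP1 at 0.075 units, and 177 with MP1 and 30 with SS2 in untreated nuclei. The upper 50% of fold enrichment left 8027 (MP1), 3916 (AM1), 3021 (AB1), 1215 (SS1) and 199 (SS2) at 0.6 units, 2521 at 0.075 units, 305 (MP1) and 56 (SS2) untreated, and 8726 in Chlamydomonas. Thinning to the shallowest S2 library at its threshold, chosen after seeing the data, left 2715 of the MP1 regions at 0.075 units. Of that list, the common threshold without thinning left 97.6% and thinning at the list's own threshold 70.3%, so the loss reflects depth and threshold together. Under both changes at least 68.4% of each other S2 list was left. The excess of untreated MP1 regions found at 0.075 but not 0.6 units over the reverse fell from 279 to 156 under both changes, 189 under thinning alone and 278 under the threshold alone. At a −log10 q of at least 10 it was 55 among 177 regions, with shares of 29.4% at 0.6 and 60.5% at 0.075 units.

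The ratio of X to autosomal density moved at a −log10 q of at least 10, to 1.03 (MP1), 0.545 (AM1), 1.09 (SS1) and 4.11 (SS2) at 0.6 units, 0.510 at 0.075 units, and 1.19 (MP1) and 10.8 (SS2) untreated. By covered length it was 0.997 for MP1 and 0.453 for AB1 at 0.6 units. Thinning gave 0.576 at 0.075 units. The cause was not tested for these ratios, apart from the tests on MP1 at 0.6 units given among the other observations. Among single values, 2 named regions fell under the stricter threshold, and the retained shares of the lowest and highest 20% moved when ranked by −log10 q, to 4.30% and 63.0%.

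Start site distance and sequence composition were not run. No paired analysis was possible because each group has 1 library and the groups share a single replicate number.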

Other observations

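The tests of thresholds, depth by dose, untreated overlap, the longer list, peak spacing, pileup ceilings, the IgG control, the 3L segment and shared untreated positions were chosen after the result was seen, as were the repeated draws, the wider and matched simulations and the bound on dilution. The tests of depth on X, dilution, X copies and chance periodicity were set down before their values were known. No biological explanation was tested.

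Untreated MP1 regions were found less often at 0.6 units (30.6%) than at 0.075 units (76.5%). The 0.6 unit library was the shallower of both, so depth may contribute to this gap. Its part was not measured, because thinning took both libraries below their own depths. With the common threshold it left 83.9% of the 0.6 unit list and 53.9% of the 0.075 unit list. With the lists thinned to a common depth and threshold the shares were 25.5% (21.9 to 29.4%) and 55.1% (50.9 to 59.3%), and the difference fell from 45.9 to 29.7 percentage points (25.5 to 33.0 over 100 further draws). With each list at its own threshold the thinned shares were 28.3% and 64.3%. Depth as the whole cause is argued against by these intervals, which stayed apart. A stricter threshold at 0.6 units is argued against as well: the lowest −log10 p of the 0.6 unit list minus that of the 0.075 unit list was -0.538. A candidate explanation is dilution of the untreated signal by enriched fragments elsewhere in the library. Its test went against the outcome set down beforehand. At the 186 untreated regions called again at 0.6 units, the median depth-scaled pileup was 1.29 times the untreated one, not below it, and 0.900 at the 465 regions called again at 0.075 units. Only regions called again enter this ratio, which favours high pileups, so dilution stays open and this ratio gives it no support. At the 158 regions called at both doses the ratio was 1.52 at 0.6 units and 1.01 at 0.075 units. A bound was computed after the result was seen, with the highest pileup that would still be missed entered for regions not called. The median over all 608 was then at most 0.561 at 0.6 units and 0.830 at 0.075 units. Dilution would give a median under 1, but the bound follows largely from regions not being called, so it does not decide.

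Of the 1519 regions at 0.075 units without a region at 0.6 units, 20.1% (18.1 to 22.2%) overlapped an untreated MP1 region, against 4.32% (3.70 to 5.04%) of the others. This largely restates the preceding result and is no separate test: 307 untreated regions were found at 0.075 but not 0.6 units, and 158 at both. Signal present without added enzyme may account for part of the 1519, whether antibody background or m6A already in the DNA, which were not separated. The deeper library as the whole cause is argued against by thinning to a common depth and threshold, after which 29.1% (27.4 to 30.8%) of the regions left at 0.075 units lacked a region at 0.6 units, against 30.2% before. Over 100 further draws this share was 28.3 to 31.1%. There were 1214 that overlapped no untreated region, and their source stays open.

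With MP1 at 0.6 units, X was as dense in regions as the autosomal arms, while the other lists at 0.6 units had ratios of 0.504 to 0.785. Depth as the cause is argued against by thinning to the shallowest library, which left a ratio of 1.08 (1.07 to 1.10 over 100 further draws). Fewer X than autosomal copies in the cells stays open as a cause of this contrast, because its test does not bear on the difference between lists. It gave a ratio of 15.9 between X and the autosomal arms in the share of MP1 regions at the lowest expected pileup. The expected pileup comes from the shared IgG, and lists with low density on X had ratios above 1 as well. They were 16.2 with AM1, 12.8 with AB1, 8.60 with SS1 and 10.7 with MP1 at 0.075 units. With SS2 at 0.6 units the ratio was 2.95, but the intervals of its shares on X and on the arms overlapped. Median expected pileup was lower on X with MP1 at 0.6 units, 6.50 against 9.12 on the arms. The direction was the same with AM1, AB1, SS1 and MP1 at 0.075 units, so IgG coverage was lower at their regions on X. SS2 at 0.6 units went the other way. The MP1 list may also reach weaker regions on X, because its 6023 regions with the highest −log10 q, as many as in the AB1 list, had a ratio of 0.766. That value lies near the top of the range of the other lists, and regions with a −log10 q of at least 10 kept a ratio of 1.03, so the reading depends on how many regions are taken. At that threshold AM1 (0.545) and AB1 (0.479) stayed lower than MP1. SS1 (1.09, 253 regions) and SS2 (4.11, 70 regions) did not, so the contrast also depends on the threshold. Over the full SS2 list at 0.6 units the median expected pileup was 34.2 on X and 5.32 on the arms. Its regions on X thus lay where IgG coverage was high, which limits what its ratio says about X as a whole.

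Untreated SS2 regions clustered. A segment of 34.2 kb on 3L, from 8679992 to 8714217, held 29 of the 112 (25.9%). The pileups of these regions were even, with a variance over mean of 0.651. Only summits past the threshold enter this value, which lowers it, so peaks at single sites stay open. In the treated lists it ran from 1.06 (SS2) to 34.4 (MP1), both at 0.6 units. A candidate explanation is a higher copy number of the segment in the immunoprecipitated DNA than in the IgG DNA. The pileup was 8.86 times genome background with untreated SS2 and 9.28 times with untreated MP1, a ratio of 1.05, and the expected pileup from IgG was 3.00 times background. Even pulldown of the segment by each antibody would give the same values and stays open: the MP1 library at 0.075 units, the dose of the IgG sample, also stood at 8.48 times background. The lists at 0.6 units stood higher, from 10.6 (AM1) to 12.6 (AB1) times background, so the level was not the same in all libraries. Outside the segment, 49 of 83 untreated SS2 regions (59.0%) overlapped an untreated MP1 region, so the sharing in the full lists does not rest on it. With equal numbers of regions the shared part was 8.04%.

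Untreated SS2 regions shared with untreated MP1 had a higher expected pileup than the others, 3.92 against 2.91 times background, a difference of 1.01 (two-sided permutation p 0.00288). The test treats the 112 regions as independent, although 29 lie in the 3L segment, 14 of them shared. It was not repeated without the segment, so the p-value may overstate the evidence. High-coverage repeats or raised copy number may underlie part of the sharing, which this difference alone does not settle.

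Distances between Chlamydomonas summits recurred with a period of 130 bp over 280 to 1000 bp, which took up 36.2% of the variance of the distance histogram. From 400 bp on, the period was 138 bp. Chance is argued against by 1000 draws that moved each summit by up to 100 bp (permutation p 0.001, the smallest possible; the highest draw reached 30.9%). Spacing rules of the peak caller are argued against by the MP1 list at 0.6 units, where the best period took up 10.4%. Spacing of methylated sites along chromatin in this alga may be the source, a hypothesis that these lists alone cannot separate from the base sequence, which was not used here.

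Summit pileups never exceeded 2 times the smallest region width in the 9 lists, and the highest pileup of each list reached at least 93.6% of it. This is consistent with 1 fragment kept per position and strand, which would compress the strongest regions. The control depth differed by 0.0832% between the 8 S2 lists, consistent with a single IgG library behind all of them. A shared control stays open as a source of overlap. At matched list length and random overlap, 16 of 24 pairs had an interval above the simulated share at each coefficient of variation from 0 to 4, among them the 10 antibody pairs at 0.6 units and the pair of untreated lists. In the remaining 8 pairs the simulated share reached the interval or passed it at some coefficient. For untreated MP1 in MP1 at 0.6 units it was already 50.7% at a coefficient of 0.5, against 30.6% observed. That value took 70291 windows for the 16051 MP1 regions. With 16051 windows the share was 23.2% at 0.5 and 33.9% at 1. The real coefficient was not measured. Segments with other coverage in IgG than in all immunoprecipitated libraries were not simulated, so the control may also add to the 16 pairs.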
